A study of Mus musculus with 2 samples. Its data were reported in "CD301b+ monocyte-derived dendritic cells mediate resistance to radiotherapy" (2025).

How the data were processed

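The data are single-cell RNA sequencing of myeloid cells sorted from B16F1 tumors, a transplantable mouse melanoma line grown in C57BL/6 mice. One library came from tumors given 20 Gy of radiation, taken on day 5, and 1 from tumors with no radiation, taken on day 0. Cells were loaded on the 10x Genomics 3′ v3 assay, which tags each captured RNA molecule with a unique molecular identifier (UMI), so that a count is a number of distinct molecules.

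The deposited table holds raw UMI counts, which the authors made with Cell Ranger 3.1.0 on the mm10 mouse genome according to their processing notes, for 32285 genes in 12192 cells. A second deposited table gives, for each cell, the total count, the number of genes detected, the percent of counts from mitochondrial genes and a cluster number from Seurat 3. The study's methods state a filter of 50 to 7000 genes and under 10% mitochondrial counts, and all 12192 deposited cells pass it, so no further cells were removed. Totals, gene numbers and mitochondrial percent recomputed from the counts were checked against the second table in all 12192 cells and were equal, the percent to within 0.001. The tables hold no cell type names, doublet calls or cell cycle phases, and the number of cells removed earlier is not known. No column of the tables belonged to a sample outside these 2 libraries.

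The 12 deposited clusters were named from marker genes chosen, with the gene lists and the rule for named genes, before the data were examined. A cluster took the name of the marker set with the most members among its 50 highest-ranked genes at 50 CPM or more, ties going to the set with the higher mean level, and names are written "X-like". Clusters with 1 name were merged into 1 class. After the clusters were seen, the ranking was limited to genes detected in at least 10% of a cluster's cells. Cells were also clustered again with scanpy 1.11.5 and leidenalg 0.10.2 (2000 variable genes, 15 principal components, 20 neighbours, resolution 0.5); 70.4% of cells kept their class. A further clustering left out 1544 genes at least 1.5-fold apart between the libraries in any class, and was added after the values were seen.

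For each class, counts were summed over its cells in each library and scaled by the class total to CPM. The fold is treated over nontreated, with the exact conditional Poisson interval of the ratio of the 2 sums at 95%. A sum of 0 was set to a floor of 3 counts, which makes the fold a bound. A gene was measured in a class when it reached 20 CPM in at least 1 library and 20 counts over both. Genes at least 2-fold higher or lower were counted, and this is a rule of size, not a test. With 1 library per group and no replicates, no test between the groups is possible, and none was made from cells. All intervals cover counting error only: they leave out differences between mice, tumors and days. Intervals of CPM and fold also treat every count as independent, so they are too narrow for genes whose counts lie in few cells.

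Named genes are those past 2-fold whose whole interval lies beyond 1.5-fold, ranked by the bound nearest 1, without mitochondrial, ribosomal protein, sex-linked and unnamed gene models. The first 12 higher and 12 lower were taken in the class of myeloid dendritic cells (DC), with 8, 6 or 3 each way in the other classes, plus a fixed set of genes of interest to the study and the most abundant members of each list. A total of 22 gene lists was summarised by the median log2 fold of measured members, by how many were at least 1.5-fold higher or lower, and by the percentile of the median among 10000 random lists of the same size matched on expression in 20 bins. The lists cover interferon-stimulated genes, the interferon-γ response, presentation by MHC class I and class II, costimulation and inhibition, T and Treg cell chemokines, inflammatory chemokines and cytokines, genes associated with GM-CSF, moDC signatures, DC2 and conventional DC genes, monocyte genes, macrophage and complement genes, hypoxia and glycolysis, sterol synthesis, p53 targets, S phase, G2/M phase, immediate early genes, lysosome and lipid handling, extracellular matrix remodelling, ribosomal protein genes and mitochondrial genes. Genes chosen by the study from these libraries overlap the lists of moDC and GM-CSF genes. The interferon-stimulated list holds Isg15, Ifit2, Ifit3 and Irf7, which the study reports as slightly higher after radiotherapy in these data. Those lists are therefore not independent of the data. Several cluster markers are likewise genes that the study reports for its own clusters of these cells.

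Shares of cells with at least 1 UMI were computed at full depth and after thinning every cell to 11258 UMIs, the 10th percentile of the myeloid DC-like cells, with shallower cells left out. Share intervals are exact Clopper-Pearson intervals at 95%. The nontreated library held 5679 cells and 114080962 counts, and the treated library 6513 cells and 122718274 counts. The smallest class sum, 3068067 counts, came from 110 treated cDC1-like cells.

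The fold and list steps were tested on simulated Poisson counts drawn from the real class sums, with 200 genes given known folds in each class. In the simulated myeloid DC-like comparison, 5353 genes were measured, and 100% of 50 genes set to 3-fold and 52% of 50 genes set to 2-fold passed the 2-fold rule, against 0% of 5153 genes with no difference. The intervals held the true fold for 94.9% of those 5153 genes. Poisson draws follow the model that the intervals assume, so these values check the computation only. They do not show how the rule does on real counts, which are spread unevenly over cells.

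Alternatives covered scaling with TMM factors from edgeR 4.0.16 (R 4.3.3), no CPM minimum, a minimum of 50 CPM, equal weight per cell, cells of at least 1000 genes and under 5% mitochondrial counts, thinned cells, a stricter myeloid DC class, rebuilt classes, and a fold computed as Seurat does. Doublets were scored with Scrublet inside scanpy in each library. Its automatic threshold marked 0 of 5679 and 0 of 6513 cells, so removal of called doublets was not run, and the 5% of cells with the highest scores were left out instead. Alternatives limited to the G1 phase were not run because the tables hold no phase. Coordinates come from the GENCODE M21 annotation of the same mouse build, matched by gene symbol. Trajectories and cell communication models were not run, and the study's cytometry, NanoString and functional data are not in the tables analysed here. Tables were handled with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.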

Results

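Sorted myeloid cells of B16F1 melanomas were profiled by droplet sequencing in 2 libraries, 1 from tumors given 20 Gy and taken on day 5 (treated) and 1 from tumors given no radiation and taken on day 0 (nontreated). The sort kept CD45-positive cells, the marker of blood-derived cells, and removed T, B and NK cells, neutrophils, eosinophils and plasmacytoid DCs. The nontreated library had 5679 cells with a median of 17141 counts per cell (range 503 to 82594) and the treated library 6513 cells with a median of 15386 (range 501 to 82072). Cells carried a median of 3573 and 3508 detected genes, and 2.61% and 1.98% of their counts came from mitochondrial genes, in the nontreated and treated library. There are no replicates, and dose, day and library go together, so every comparison is between these 2 libraries. All intervals are 95% intervals and cover counting error only, and those of CPM and fold leave out the uneven spread of counts over cells.

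Myeloid DC-like, TAM-like (tumor-associated macrophage) and activated monocyte-like (monoACT-like) cells made up more of the treated library, and monocyte-like and cDC1-like cells less. This comparison asks which mononuclear phagocytes make up a larger share after irradiation. The shares of a library add up to the whole, so a lower monocyte-like share by itself raises the others. Cell numbers per tumor are not in these data, so a larger share is not read as more cells. The myeloid DC-like share was 11.7% (10.9 to 12.6) in nontreated and 16.8% (15.9 to 17.7) in treated tumors, and the monocyte-like share was 33.3% (32.1 to 34.5) against 15.1% (14.26 to 16.02). TAM-like cells held 28.0% and 35.0%, monoACT-like cells 14.7% and 20.1%, cDC1-like cells 2.76% and 1.69%, maturing DC-like cells 5.78% and 5.08%, and proliferating cells 3.82% (3.34 to 4.35) and 6.20% (5.63 to 6.82). Cluster 2 was the myeloid DC-like class, cluster 10 the cDC1-like class and cluster 7 the maturing DC-like class in both libraries. Cluster 1 held most TAM-like cells (52.3% and 54.2%), ahead of cluster 4 (27.6% and 33.3%) and cluster 8; cluster 4 had 0 TAM markers among its 50 highest-ranked genes and was named by mean marker level alone. Cluster 0 held most monocyte-like cells (74.2% and 71.8%), with the rest in cluster 6. Cluster 3 led the monoACT-like class with 52.8% and 61.6%, the rest lying in cluster 5, and cluster 9 led the proliferating class with 83.4% and 90.3%, ahead of cluster 12.

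When cells were clustered again without the genes that differed between libraries, the myeloid DC-like share was 10.9% and 14.5%, the monocyte-like share 23.9% and 15.1%, the monoACT-like share 3.94% and 6.56% and the proliferating share 3.42% and 5.65%. These classes are not the same cells, since 48.6% of nontreated and 43.7% of treated deposited monocyte-like cells were then named TAM-like. The TAM-like share was then 47.9% and 49.6%, so its difference depended on the clustering, and with all genes reclustered it was lower in the treated library. That reclustering also brought the monocyte-like shares closer, to 50.2% and 44.9%.

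**Figure D1:**
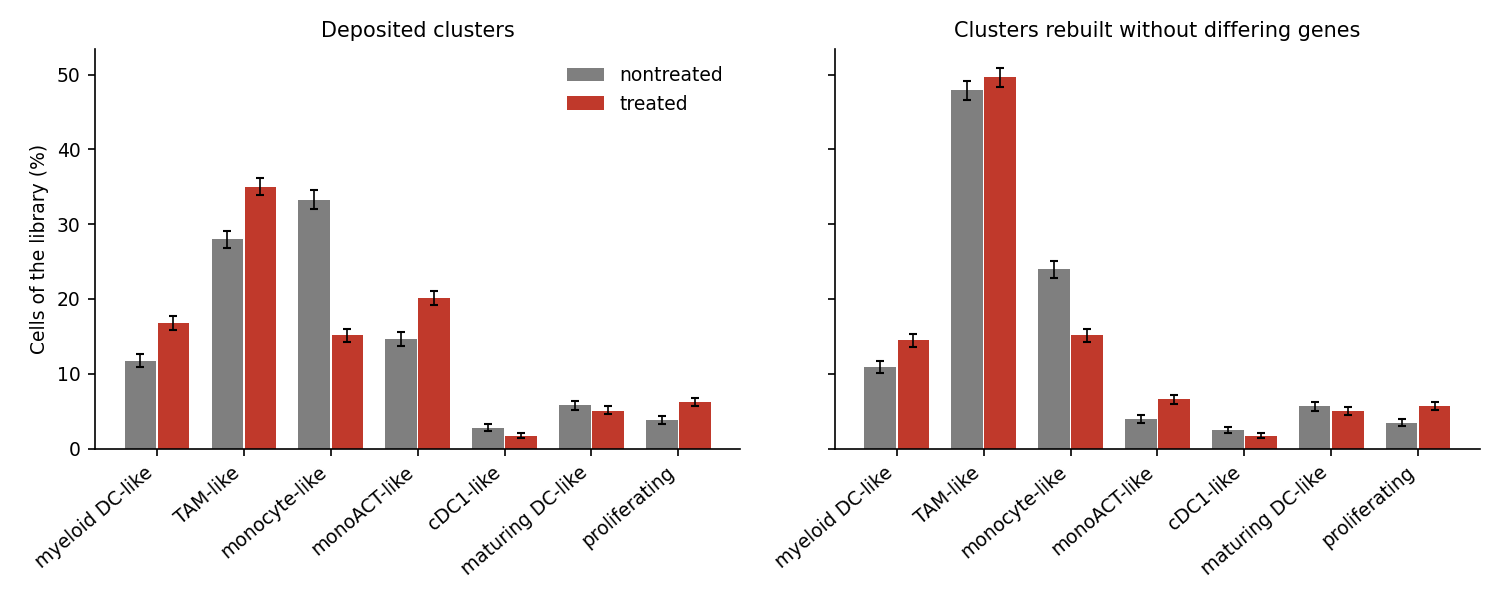
Share of each library's cells (%) in each class, with the deposited clusters on the left and clusters rebuilt without differing genes on the right. Bars give the nontreated (grey) and treated (red) library and lines the exact 95% interval; the myeloid DC-like share is 11.7% and 16.8% on the left, and 10.9% and 14.5% on the right.

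In myeloid DC-like cells, interferon-stimulated genes were higher after irradiation, and genes of sterol synthesis, Wnt11 and Sell were lower. Spp1 and Pdpn were higher too, but by less than 2-fold (1.57-fold and 1.74-fold) in a stricter class with no C1q UMI. The comparison asks how the transcriptome of these antigen-presenting cells differs after radiation. Pdpn, which encodes the membrane glycoprotein podoplanin, was at 13.8 CPM in nontreated and 69.6 CPM (66.6 to 72.7) in treated cells, 5.05-fold higher (4.39 to 5.84). Ifit3, an antiviral interferon-induced gene, was at 46.1 CPM (42.8 to 49.6) and 153.7 CPM (149.2 to 158.3), 3.34-fold higher (3.08 to 3.61). Fdps, an enzyme of the mevalonate pathway, was at 270.7 CPM (262.6 to 279.0) and 77.9 CPM (74.7 to 81.2), 3.48-fold lower (3.30 to 3.66).

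Of 5517 measured genes, 79 were at least 2-fold higher and 27 at least 2-fold lower in treated myeloid DC-like cells. Higher genes by the naming rule also included Slc7a2, a transporter of cationic amino acids (5.05-fold), Arhgap24, a regulator of Rho GTPases (4.44-fold), Spp1, which encodes the secreted phosphoprotein osteopontin (4.28-fold), the interferon-induced Ifit3b (4.61-fold) and Ifi44 (4.10-fold), and the adaptor gene Apbb2 (3.73-fold). The haemoglobin genes Hbb-bs (4 counts against 5070), Hba-a1 (3 against 2166) and Hba-a2 (1 against 1705) met the rule as well, at 689-fold (269 to 2529), 392.4-fold (134 to 1904) and 926-fold (166 to 36618), and Hbb-bt, with 0 counts in nontreated and 1288 in treated cells, was 233-fold higher from the floor of 3 counts, and at least 189-fold by its interval. Nearly all of these counts came from 1 treated cell: without it the summed haemoglobin counts of the class were 175 instead of 10229, and the fold 11.9 instead of 695. Lower genes were led by the secreted ligand gene Wnt11 (61.8 and 11.8 CPM, 5.25-fold lower) and Sell, the homing receptor L-selectin (3.55-fold). Idi1 (3.02-fold), Sqle (2.51-fold) and Cyp51 (2.38-fold), enzymes of sterol synthesis, were lower with Fdps. Lyz1, a lysozyme, was 3.02-fold lower, though seen in only 7.06% of nontreated and 4.76% of treated cells. The remaining lower genes were Chst11, a sulfotransferase (2.99-fold), Tmtc2 (2.94-fold), Cd209d, a C-type lectin (2.58-fold), Cmss1 (2.48-fold) and Adgre5, an adhesion receptor (2.43-fold).

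Genes that mark these cells moved apart. Cd209a, a lectin of monocyte-derived DCs, was at 723 CPM (709.9 to 736.7) and 424 CPM (416.8 to 431.9), 1.70-fold lower, and the T cell-attracting chemokines Ccl17 and Ccl22 were 1.91-fold and 1.68-fold lower. Mgl2, which encodes the lectin CD301b, was at 673 CPM (660.7 to 686.5) and 748 CPM (738.3 to 758.3), 1.11-fold higher (1.09 to 1.14), and Il1r2, a decoy receptor for interleukin-1, was 1.39-fold higher. The GM-CSF receptor chain Csf2rb was 1.44-fold lower, with Csf2ra (1.11-fold lower) and the kinase Jak2 (1.21-fold lower) closer to equal. Klrd1, Napsa and Cd14 were 1.19-fold, 1.09-fold and 1.14-fold lower, and Csf1 lay below the 20 CPM minimum in both libraries (4.87 and 2.68 CPM). Ly6a, the surface protein Sca-1, which interferon induces, was at 624 and 1311 CPM, 2.10-fold higher (2.06 to 2.15). Mafb, a transcription factor of macrophages (2.19-fold), the complement genes C1qa (2.03-fold) and C1qb (2.15-fold), and Cxcl2, a neutrophil-attracting chemokine (2.22-fold), were higher as well.

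The interferon-stimulated list had 26 of 31 measured members at least 1.5-fold higher and 0 lower, with a median log2 fold of 0.97 at percentile 100 of random lists. Isg15 (552 and 1191 CPM, 2.16-fold), Ifit2 (2.78-fold) and Irf7 (2.04-fold) were higher, while Cxcl10 differed by 1.21-fold. Sterol synthesis had 0 members higher and 12 of 13 lower, with a median of −0.90 at percentile 0. Macrophage and complement genes had 12 of 16 higher and 0 lower, with a median of 1.03, and this list moved with cells rich in C1q transcripts: cells with 20 or more C1qa, C1qb and C1qc UMIs of 11258 were 11.9% (9.42 to 14.8) of nontreated and 32.2% (29.3 to 35.2) of treated myeloid DC-like cells. Costimulation and inhibition had a median of 0.36 (5 of 12 higher), with Cd86, a ligand of CD28, 1.504-fold higher and Cd80 1.29-fold lower. Inflammatory chemokines and cytokines had a median of 0.37 (3 of 13 higher), and hypoxia and glycolysis 0.29 (2 of 18 higher). Immediate early genes stood at 0.26 (4 of 18 higher), lysosome and lipid handling at 0.25 (4 of 16 higher), and extracellular matrix remodelling at 0.24 (5 of 12 higher, 1 lower).

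Lists that mark DCs and monocytes differed little, and only that of GM-CSF associated genes was lower in every setting. The stricter class is not an independent setting for that list, since its members Mgl2 and Cd209a helped choose the cells. GM-CSF associated genes had a median of −0.31 (1 of 14 higher, 4 lower, percentile 0), moDC signatures −0.21 (2 of 12 lower), DC2 and conventional DC genes −0.12 (1 of 10 lower), and monocyte genes −0.22 (2 of 12 higher, 5 lower), which turned to 0.28 at 50 CPM or more and to 0.0684 without the highest doublet scores. T and Treg cell chemokines had a median of −0.19, with 1 of 6 higher and 3 lower. Both antigen presentation lists were near 0: MHC class I at −0.08 and MHC class II at 0.04, the latter turning negative under TMM scaling, with H2-Ab1 at 8991 and 9221 CPM. The interferon-γ response had a median of 0.08 (2 of 18 higher, 1 lower), with its chemokine Cxcl9 1.57-fold lower. For p53 targets the median was 0.11, with 1 of 9 higher and 1 lower, and Cdkn1a, the cell cycle inhibitor p21, at 501 and 611 CPM. Neither S phase (−0.06, 5 measured) nor G2/M phase genes (0.17, 2 measured) had a member past 1.5-fold. Ribosomal protein genes had a median of −0.16, and mitochondrial genes −0.56 with 6 of 12 lower.

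Part of the differences depended on the choice of cells. The stricter class of 233 nontreated and 223 treated cells was chosen on UMIs of the DC markers Cd209a, Mgl2, Klrd1 and Itgax and on no C1q UMI. In it, Pdpn was 1.74-fold, Slc7a2 2.18-fold and Spp1 1.57-fold higher, and Arhgap24 15.7-fold and Klrd1 1.28-fold higher. Inflammatory genes, moDC signatures and lysosome genes turned sign there. Klrd1 and Cd209a, both in the moDC list, helped choose the cells, so the Klrd1 fold and the moDC sign are not independent of that choice. The same holds for the GM-CSF list, with Mgl2 and Cd209a, and for the DC2 list, with Itgax.

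**Figure D2:**
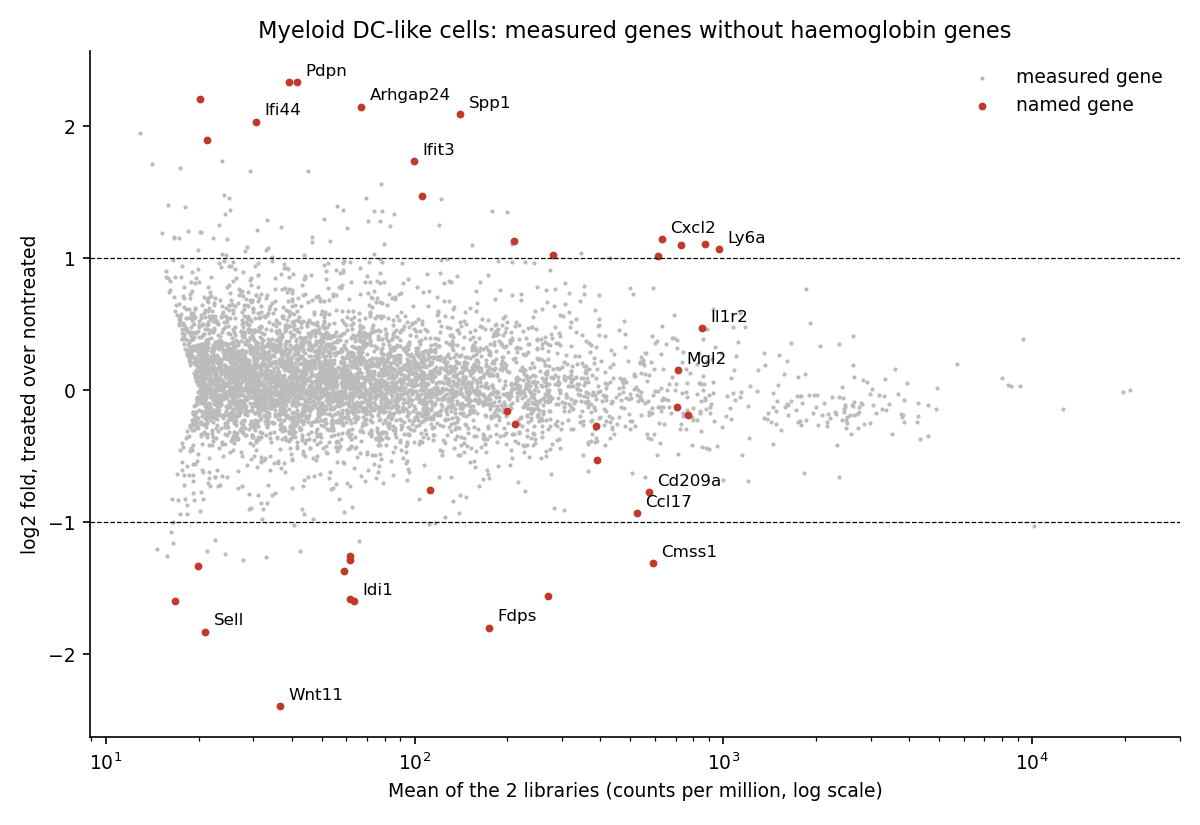
Each point is a measured gene of myeloid DC-like cells without the haemoglobin genes, with the mean of both libraries on the x axis (CPM, log scale) and the log2 fold of treated over nontreated on the y axis. Red points are named genes and dashed lines mark 2-fold; Pdpn lies at 5.05-fold higher and Wnt11 at 5.25-fold lower, while Mgl2 lies at 1.11-fold.

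Key genes of this class lie on GRCm38 as follows: Mgl2 on chromosome 11 from 70130329 to 70137550, Pdpn on chromosome 4 from 143267431 to 143299564, Spp1 on chromosome 5 from 104435118 to 104441050, Fdps on chromosome 3 from 89093588 to 89101959, and Cd209a on chromosome 8 from 3743397 to 3748984.

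More myeloid DC-like cells carried Mgl2 transcripts after irradiation. With every cell thinned to 11258 UMIs, 62.2% (58.1 to 66.1) of nontreated and 82.7% (80.2 to 85.0) of treated myeloid DC-like cells had at least 1 Mgl2 UMI, after 79 and 97 shallower cells were left out. At full depth the Mgl2 shares were 63.8% and 83.7%, with median depths of 20536 and 22918 counts. As background, Mgl2 was seen in 10.3% (5.91 to 16.5) of nontreated and 15.5% (9.15 to 24.0) of treated cDC1-like cells, which should lack it and had median depths of 28524 and 25342 counts. No order is read from that cDC1-like pair, since its CPM went the other way (44.7 and 36.8). In other classes the thinned Mgl2 share was 21.0% and 34.1% in monocyte-like, 32.6% and 31.7% in TAM-like, 12.6% and 24.0% in monoACT-like and 18.2% and 33.2% in maturing DC-like cells. Thinning left out far more cells of some of these classes, keeping 1451 of 1890 nontreated and 525 of 985 treated monocyte-like cells, and 1242 of 1588 and 1436 of 2280 TAM-like cells. Within myeloid DC-like cells, Il1r2 was seen in 80.4% and 90.5%, Ly6a in 75.3% and 95.8%, and Cd209a in 77.5% and 67.6%. Ccl17 (36.8% and 35.8%), Ccl22 (29.0% and 25.6%), Csf2ra (85.9% and 84.7%), Csf2rb (91.7% and 88.8%) and Jak2 (90.6% and 89.0%) had overlapping intervals.

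**Figure D3:**
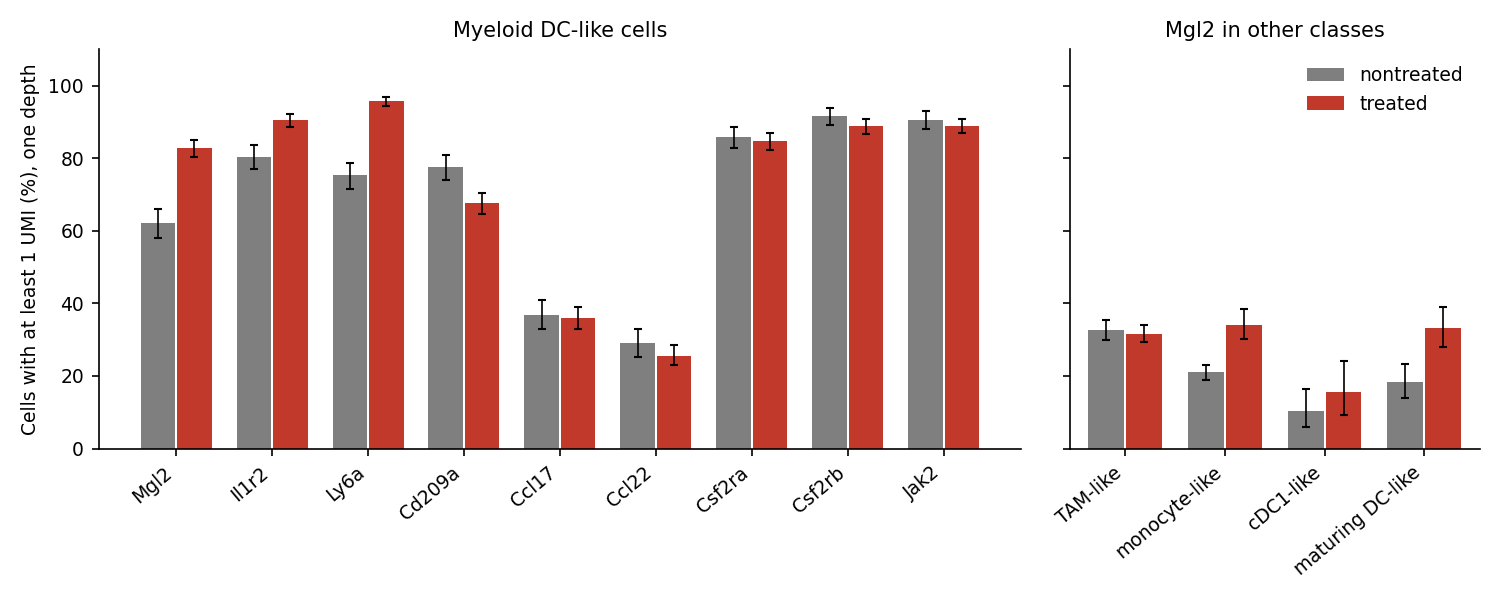
Share of cells (%) with at least 1 UMI of each gene after every cell was thinned to 11258 UMIs, for 9 genes in myeloid DC-like cells (left) and for Mgl2 in 4 other classes (right), with exact 95% intervals. Mgl2 stands at 62.2% and 82.7% in myeloid DC-like cells, and at 10.3% and 15.5% in cDC1-like cells.

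TAM-like cells of treated tumors were higher in interferon-stimulated genes and lower in Vcam1, Retnla and Ptprm. This comparison asks how macrophages of the same tumors differ. The make-up of the class differed as well: cluster 8, led by Retnla, held 20.1% of its nontreated and 12.5% of its treated cells, 31.0% and 52.1% were named monocyte-like on reclustering, and the monocyte gene Ly6c2 was 2.11-fold higher, so the folds do not separate a change within cells from a change in which cells the class holds. Slfn4, an interferon-regulated gene of myeloid cells, was at 45.8 and 177.8 CPM, 3.88-fold higher (3.67 to 4.10), with Ifi44 (3.94-fold), Ifit3 (3.19-fold) and the RNA sensor cofactor Ddx60 (3.02-fold). Vcam1, a vascular adhesion molecule, was at 137 and 26.9 CPM, 5.09-fold lower (4.75 to 5.45), and Retnla, a gene of alternatively activated macrophages, at 552 and 142 CPM, 3.88-fold lower. The phosphatase Ptprm was 10.6-fold lower, the eosinophil-attracting chemokine Ccl24 6.19-fold, the metallothionein Mt2 4.76-fold, Tmtc2 4.55-fold, the protease inhibitor Serpine1 4.54-fold and the tetraspanin Cd81 4.07-fold.

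Of 5790 genes measured in TAM-like cells, 47 were at least 2-fold higher and 50 lower. The interferon-stimulated list had 28 of 30 members higher and 0 lower (median 1.03), with Isg15 at 2.25-fold and Irf7 at 2.30-fold, and Stat1, their transducer, at 1.59-fold. Sterol synthesis had 7 of 8 lower (median −0.96), and mitochondrial genes 8 of 12 lower (median −0.86). H2-Ab1 (1.09-fold higher) and the CD28 ligand Cd86 (1.25-fold higher) differed little. Apoe, a lipid carrier, was 1.45-fold lower, the interferon-γ target Cxcl9 1.38-fold lower and Arg1, arginase, 1.17-fold lower. Macrophage and complement genes had a median of 0.12 with 3 of 17 higher, the interferon-γ response 0.25 and MHC class I presentation 0.25, while inflammatory genes had −0.14. Haemoglobin transcripts were here too, with Hbb-bs at 32 and 18106 counts, a 502-fold difference (355 to 734), Hba-a1 at 460-fold, Hba-a2 at 744-fold and Hbb-bt at 930-fold, but without 4 rich cells the summed haemoglobin fold was 6.54 instead of 556.

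**Figure D4:**
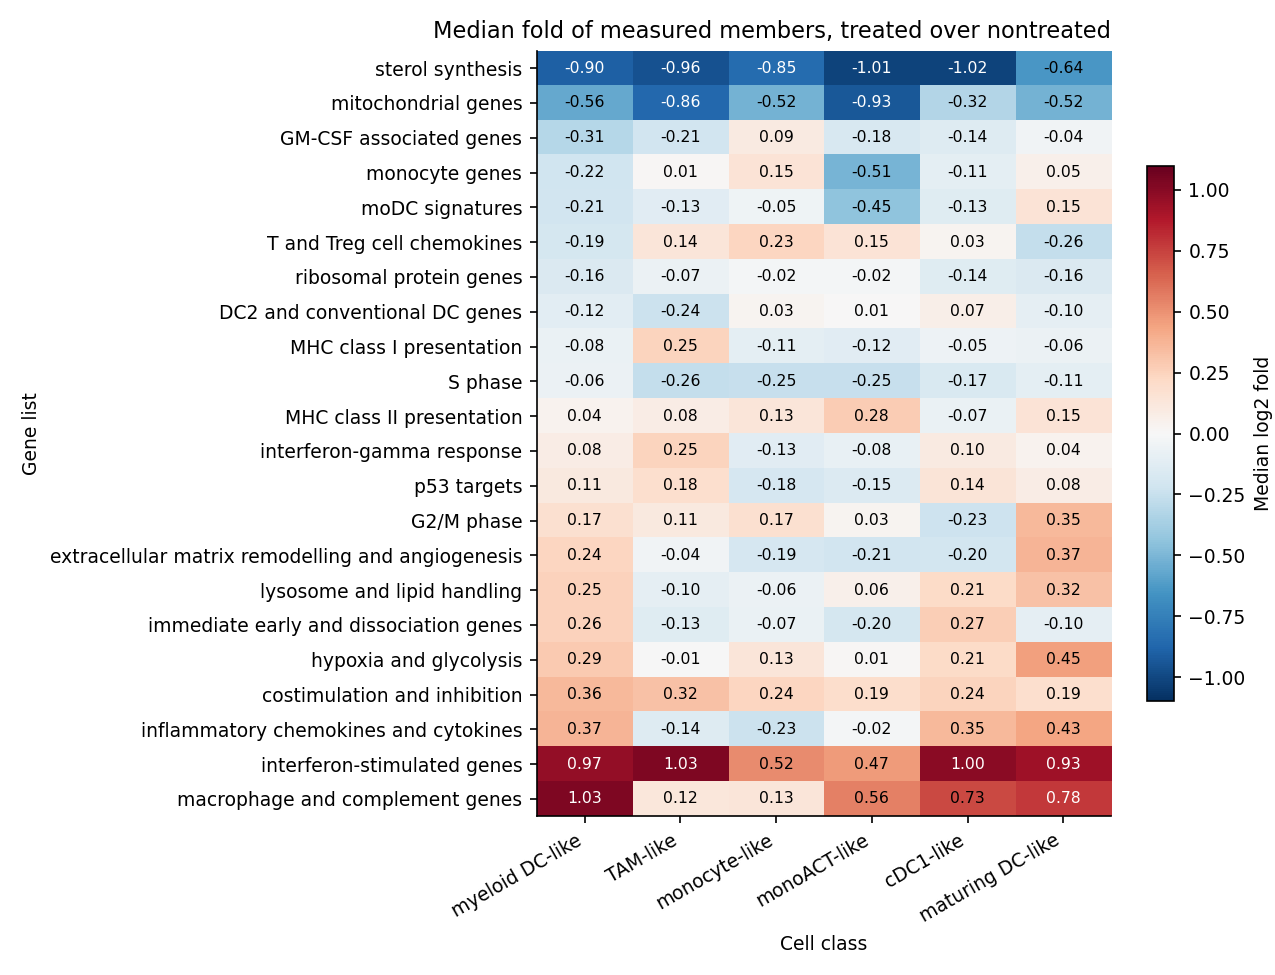
Median log2 fold (treated over nontreated) of the measured members of 22 gene lists in 6 cell classes, with red for higher and blue for lower in the treated library. Interferon-stimulated genes range from 0.47 in monoACT-like to 1.03 in TAM-like cells, and sterol synthesis is below 0 in all 6 classes.

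Monocyte-like cells were higher in Cd72 and Slfn4 and lower in Ccl24, Ccdc162 and Hbegf. The question is how monocyte-like cells differ. The class is mixed: cluster 6, led by Ace, held 25.8% of its nontreated and 28.2% of its treated cells. On reclustering without differing genes, 48.6% and 43.7% of the class were named TAM-like. The folds therefore do not separate a change within cells from a change in which cells the class holds. Cd72, a lectin-like receptor, was at 29.3 and 88.0 CPM, 3.004-fold higher (2.76 to 3.27), and Slfn4 was 2.84-fold higher. Ccl24 was at 265 and 58.6 CPM, 4.53-fold lower (4.22 to 4.87). Ccdc162 (4.10-fold), the EGF receptor ligand Hbegf (4.09-fold), Cd209a (3.06-fold), Chst11 (2.88-fold) and the monocyte-attracting chemokine Ccl7 (2.64-fold) were lower. Of 5503 measured genes, 23 were at least 2-fold higher and 22 lower, and TMM scaling gave 19 and 30. Interferon-stimulated genes had 7 of 28 higher (median 0.52), sterol synthesis 6 of 8 lower (−0.85), inflammatory genes 4 of 16 lower and 1 higher (−0.23), and monocyte genes 1 of 13 higher (0.15). Hbb-bs (8 and 5307 counts), Hba-a1 (11 and 1345) and Hbb-bt (3 and 1167) were higher, and Hba-a2 was 1235-fold higher (341 to 10212) on 2 counts against 1069; without 1 rich cell the summed haemoglobin fold was 10.2 instead of 856.

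MonoACT-like cells were higher in Cxcl3 and lower in Ccl24, Egr1 and monocyte genes. The comparison asks how activated monocytes differ. The make-up of the class differed as well: on reclustering without differing genes, 44.9% of its nontreated and 29.4% of its treated cells were named monocyte-like and 24.97% and 34.96% TAM-like, so its monocyte and macrophage lists do not separate a change within cells from a change in which cells it holds. Cxcl3, a neutrophil-attracting chemokine, was at 89.0 and 342 CPM, 3.85-fold higher (3.61 to 4.10), and the endothelial lipase Lipg was 3.84-fold higher. Ccl24 was 9.42-fold lower, the immediate early factor Egr1 5.12-fold, Serpine1 4.74-fold, Lyz1 4.16-fold, Ccdc162 3.91-fold and Tmtc2 3.52-fold. Of 5513 measured genes, 31 were higher and 54 lower, and 23 and 66 under TMM scaling. Monocyte genes had 6 of 13 lower and 1 higher (median −0.51), with Chil3 2.28-fold lower and Ly6a 2.73-fold higher. Macrophage and complement genes had 7 of 17 higher (0.56), interferon-stimulated genes 9 of 31 higher (0.47), and sterol synthesis 8 of 8 lower (−1.01). The interferon list has the limit of make-up too: cluster 5, led by Cxcl10 and Ifit3, held 47.2% of nontreated and 38.4% of treated cells of the class. Nontreated Isg15 was at 2726 CPM in cluster 5 and 630 CPM in cluster 3, and it was 1.51-fold and 1.97-fold higher within these clusters. Mitochondrial genes had 10 of 12 lower (−0.93), and Hbb-bs was at 4 and 7732 counts. Hba-a1 was 285-fold higher, with Hba-a2 (1 and 2426 counts) and Hbb-bt (1 and 1709 counts) also higher, and without 3 rich cells the summed haemoglobin fold was 12.2 instead of 748. The class was counted differently when clusters were rebuilt without differing genes: 206 genes then differed at least 2-fold in monoACT-like cells and 90 in monocyte-like cells. These were 120 higher and 86 lower in monoACT-like cells, so the direction with more genes turned, and 67 higher and 23 lower in monocyte-like cells.

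Among cDC1-like cells, which cross-present antigen to CD8 T cells, Tnf and Ccl12 were higher and Ccl24 and Timd4 lower. Tnf, an inflammatory cytokine, was at 8.43 and 59.6 CPM, 7.08-fold higher (4.99 to 10.3), the monocyte chemokine Ccl12 6.63-fold (4.87 to 9.17) and Slfn4 5.30-fold. Few cells carried these counts, with Tnf seen in 11.5% and 19.1% and Ccl12 in 15.3% and 27.3%. Ccl12 was far higher in TAM-like cells (358 and 621 CPM at one depth). RNA of TAM-like cells in the same droplets was not tested for this class. Timd4, a receptor for dying cells, was 6.94-fold lower (4.93 to 10.1), Arg1 6.55-fold lower in summed counts though seen in 8.28% of nontreated and 12.7% of treated cells, and Ccl24 64.3-fold lower (11.3 to 2566) on 97 counts against 1. Of 5648 measured genes, 105 were higher and 36 lower, and 74 and 51 under TMM scaling. Interferon-stimulated genes had 25 of 28 higher (median 0.995), sterol synthesis 10 of 12 lower (−1.02), macrophage and complement genes 10 of 16 higher (0.73), and inflammatory genes 5 of 14 higher and 2 lower (0.35), a median that turned to −0.23 without the highest doublet scores. Only 157 and 110 cells carry these sums.

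In maturing DC-like cells, which express the migration receptor Ccr7, Ccl12 (5.27-fold), Spp1 (5.07-fold) and Slfn4 (4.22-fold) were higher. Ccl12 was seen in 17.7% and 37.8% and Spp1 in 21.6% and 40.8% of these cells. In treated TAM-like cells Ccl12 was at 621 CPM at one depth and Spp1 at 447 CPM. RNA of TAM-like cells in the same droplets was not tested for the maturing DC-like class. The kinase gene Prkg1 was 25.2-fold lower (13.5 to 53.4) on 224 counts against 10, though seen in only 4.27% and 1.51% of cells, with Ccl24 8.60-fold and Retnla 3.76-fold lower. Il12b, a subunit of interleukin-12, was at 1558 and 513 CPM, 3.04-fold lower. Of 5479 measured genes, 79 were higher and 32 lower, and 45 and 52 under TMM scaling, whose factors shift the log2 folds of this class by −0.131. Without the highest doublet scores 256 were higher and 35 lower. Interferon-stimulated genes had 23 of 29 higher (median 0.93), macrophage and complement genes 12 of 17 (0.78), hypoxia and glycolysis 6 of 18 (0.45), and inflammatory genes 8 of 16 higher and 3 lower (0.43). Sterol synthesis had 6 of 10 lower (−0.64).

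Slfn4 was at least 2-fold higher, and Fdps and Idi1 at least 2-fold lower, in each of the 6 classes, and no other gene passed the rule in all 6. Within the clusters that make up a class this did not always hold: Slfn4 was 1.04-fold lower in cluster 6 and 1.69-fold higher in cluster 5, Fdps 1.73-fold lower in cluster 8, and Idi1 1.72-fold lower in cluster 3 and 1.96-fold lower in cluster 6. Ccl24 was lower by the naming rule in 5 classes. Ly6a was 2.69-fold higher in TAM-like and 2.93-fold higher in cDC1-like cells, so its difference was not particular to myeloid DC-like cells.

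Within each library, myeloid DC-like cells stood above TAM-like cells in DC genes and below them in macrophage genes, by smaller margins after irradiation for macrophage and lysosome genes. This asks how far the DC-like state is separate from macrophages in the same tumor, and because clusters were made from expression the values are levels. The smaller margins go with the larger share of C1q-rich cells (11.9% and 32.2%), in which RNA of TAM-like cells or doublets stay open, so they are not read as a change of state. The median log2 ratio of myeloid DC-like over TAM-like cells was 1.78 in nontreated and 1.40 in treated tumors for GM-CSF associated genes, 1.90 and 1.86 for moDC signatures, and 1.25 and 1.44 for DC2 and conventional DC genes. MHC class II presentation gave 0.66 and 0.59, costimulation and inhibition 0.59 and 0.49, and sterol synthesis 0.83 and 0.78. Macrophage and complement genes gave −2.39 and −1.67, lysosome and lipid handling −1.44 and −0.98, and inflammatory genes −1.24 and −0.94. Interferon-stimulated genes were alike in both classes, at 0.02 and −0.07.

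Over all cells, 37 of 5724 measured genes were at least 2-fold higher and 34 lower. Interferon-stimulated genes had 23 of 31 higher (median 0.78), monocyte genes 7 of 13 lower (−0.59) and sterol synthesis 6 of 8 lower (−0.89), while G2/M phase genes had 2 of 6 higher (0.34). Fn1, which encodes the matrix protein fibronectin, was 2.42-fold lower and the matrix protease Mmp19 3.02-fold lower. At one depth, Mki67, a gene of dividing cells, was seen in 10.0% of nontreated and 12.7% of treated cells, and Top2a in 9.30% and 11.7%. Within myeloid DC-like cells the Mki67 share was 12.6% (10.0 to 15.6) and 11.9% (10.0 to 14.1). Cells of the proliferating clusters are not part of that class, so this share does not show whether division of such cells differed. Some markers of sorted-out lineages were low: the T cell gene Cd3e had 4 and 14 counts, the NK cell gene Ncr1 had 0 and 3, and the melanoma gene Dct was at 7.39 and 4.30 CPM. This did not hold for every marker, since G0s2, in the neutrophil set, was among the leading genes of cluster 6, named monocyte-like. Mast cell genes were lower in the treated library, with Cpa3 at 206 and 6 counts and Fcer1a at 55 and 0, but 203 and 55 of the nontreated counts lay in TAM-like cells, and the number of cells behind them was not examined.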

Values the study reported

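The study reports 5,000 single-cell transcriptomes grouped into 12 distinct clusters. Between DC2s and moDCs it reports <10 genes at a log2 change of at least 1 and ∼50 genes at 0.5 or more. By fate tracing, it gives ∼65–75% of myeloid DCs as moDCs after radiotherapy, and less than 25% of such cells as monocyte-derived before it.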

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

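Of the tests in this part, that of doublets with high scores in both libraries was set before its result was seen, and all other tests were chosen after it; 2 earlier tests of the macrophage pattern were replaced after their results were seen.

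Gclc, the catalytic subunit of glutathione synthesis, went opposite ways in different classes: it was 2.85-fold higher in treated cDC1-like cells (13.6 and 38.8 CPM) and 2.20-fold lower in treated monoACT-like cells (52.8 and 24.1 CPM). The difference between these classes was not tested.

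Haemoglobin transcripts, which belong to red cells and lie outside the sorted types, were higher in all treated classes. A total of 10 treated cells and 0 nontreated cells held 50 or more haemoglobin UMIs, with at most 14361 in a cell, and 9 of them carried nearly all haemoglobin counts of the 4 classes they lay in: treated TAM-like counts were 38871 with them and 456 without. Such cells are argued against only for the remainder, since without them the summed counts stayed at least 2-fold higher, interval included, in 6 of 6 classes (6.54-fold to 17.3-fold). Among other treated cells at one depth, 8.93% (7.51 to 10.5) of TAM-like cells held a haemoglobin UMI, against 3.88% (1.07 to 9.65) of cDC1-like cells. That ratio of 2.30 between the highest and lowest class lies within the 3-fold set for free RNA, so free red-cell RNA in the treated sample may explain this remainder and stays open. A difference in blood content of the tumors, by dose or by day, was not tested.

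Macrophage and complement genes were higher in treated myeloid DC-like cells, with a list median of 1.03. Free RNA of TAM-like cells is argued against by cDC1-like cells, whose C1q UMIs per cell differed by 0.182 (0.147 to 0.217) of the difference in myeloid DC-like cells, whereas maturing DC-like cells came near to myeloid DC-like cells (27.8 and 34.4 more per cell) and monoACT-like cells had 16.5 more. Doublets with high scores alone are argued against too, since the list median was 1.42 without the 5% of cells with the highest scores; this took out a larger share of the C1q-rich cells in the nontreated library, and with such cells left out of the treated library alone the median was 0.89. RNA of TAM-like cells in the same droplets stays open, and its test did not decide: 14.1%, the largest share of RNA of average TAM-like make-up that Ccl8 allows, left 2 of 12 members at least 1.5-fold higher when taken from the treated level alone, and 3 when the nontreated level was corrected by its own largest share too (2.40%, set by Retnla, where C1q gave 8.64%). Doublets with TAM-like cells stay open as well: at one depth, the TAM-like share estimated from 19 other genes had a median 0.851 times that from C1q (18.7% and 22.0%), above the 0.8 set for doublets, but Ccl8 (8.97%), Apoe (11.0%), Ms4a7 (12.2%) and Selenop (12.4%) gave less and Pla2g7 (26.3%), Lpl (25.6%) and Msr1 (24.2%) more, so the genes do not give a single share. C1q-rich treated cells also had more counts (median 34707 and 20275) and more of the highest doublet scores (21.8% and 1.83%) than cells with at most 1 C1q UMI, as did nontreated ones (38.6% and 3.15% for the scores), while a test on the median cell was void because the nontreated median was 0 UMIs and the treated median 2. Cells of a state between DC and macrophage were not tested and stay open.

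The share of Mgl2-positive myeloid DC-like cells was higher in the treated library. Deeper cells are argued against, since at one depth the gap was 20.6 percentage points. Free Mgl2 RNA alone is argued against as well: it hardly brought cDC1-like cells to 5 UMIs (0.69% and 1.94% of cells). At 5 or more UMIs the gap was 15.7 points in myeloid DC-like cells and 1.25 points in cDC1-like cells. The cut was chosen because cDC1-like cells hardly reach it, so their small gap was set in advance and adds no support. That more of these cells express Mgl2 after irradiation is therefore a hypothesis, found and tested on the same pair of libraries. Monocyte-like and maturing DC-like cells had gaps of 13.1 and 15.005 points at 1 UMI, and of 6.94 and 4.98 points at 5 or more. Day and dose cannot be separated.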

How the results depend on the processing

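Added after the values were seen were the settings without haemoglobin-rich cells, without the highest doublet scores (in both libraries or in treated alone), without cluster 4, with classes rebuilt without differing genes, the cycling shares at full depth, and the stricter class for lists and named genes. Of the main counts and shares, 90 stayed within 1.5 times or their interval, 30 moved and 1 turned direction. TMM scaling, equal weight per cell, the stricter cell filter and removal of haemoglobin-rich cells kept every count of genes at least 2-fold apart within 1.5 times as the sum of both directions; under TMM the direction with more genes turned in monocyte-like, maturing DC-like and all cells. Of the list medians, 341 stayed within their interval, 203 moved, and 7 at least 0.1 from 0 and outside the random range turned sign; others nearer 0 or within that range changed sign as well. Of named gene folds, 337 stayed and 138 moved, and no fold of 2 or more turned direction. The smallest class, cDC1-like cells, had few cells (157 and 110) though a high depth per cell (median 28524 and 25342 counts).

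With no CPM minimum, which admits more low genes, 855 genes were at least 2-fold apart in myeloid DC-like, 932 in TAM-like, 572 in monocyte-like, 658 in monoACT-like, 580 in cDC1-like, 733 in maturing DC-like and 948 in all cells. At 50 CPM or more, which admits fewer, the numbers were 59, 55, 28, 51, 59, 56 and 41 in that order. The stricter myeloid DC class, with fewer cells, gave 227, and the fold computed as Seurat does, from the log of mean normalised values plus a pseudocount, gave 8. Thinning gave 212 in cDC1-like cells (164 higher, 48 lower), and leaving out the highest doublet scores 291 in maturing DC-like cells (256 higher, 35 lower). Rebuilding without differing genes gave 90 in monocyte-like cells (67 higher, 23 lower) and 206 in monoACT-like cells (120 higher, 86 lower). In monoACT-like cells the direction with more genes turned. The cause was not tested.

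The treated over nontreated share ratio of TAM-like cells was 0.864 with rebuilt classes, a reversal, and 1.04 without differing genes; it was 0.895 and 0.632 for monocyte-like and 1.57 and 1.66 for monoACT-like cells. The cause was not tested. At 2 or more UMIs, 55.9% of nontreated and 78.5% of treated myeloid DC-like cells held Mgl2. At full depth Mki67 was seen in 12.4% and 14.3% of all cells, and Top2a in 12.1% of nontreated cells.

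Reversed list medians in myeloid DC-like cells were monocyte genes at 0.28 (50 CPM or more) and 0.0684 (without the highest doublet scores), and, in the stricter class, inflammatory genes at −0.31, moDC signatures at 0.0214 and lysosome genes at −0.12. The moDC list holds Cd209a and Klrd1, on which the stricter class was chosen. In monoACT-like cells p53 targets were at 0.11 with equal weight per cell, and in cDC1-like cells inflammatory genes at −0.23 without the highest doublet scores. The cause was not tested. Removal of called doublets and limits to the G1 phase were not run, and no paired analysis was possible because each group holds 1 library.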

Other observations

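Both tests in this part were set before their results were seen, while the split by C1q was chosen after the values were seen. In myeloid DC-like cells with at most 1 C1q UMI at one depth, 70.4% of nontreated and 49.3% of treated cells, the interferon-stimulated gene Isg15 was at 550.4 and 1175 CPM and the sterol enzyme Fdps at 305 and 89.7 CPM. Cd209a was at 1075 and 721 CPM, Ccl17 at 572 and 313 CPM, Mgl2 at 617 and 868 CPM, and Klrd1 at 305 and 318 CPM. In C1q-rich cells, Cd209a was at 272 and 191 CPM and Apoe at 3455 and 1934 CPM.

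Interferon-stimulated genes were higher at the low end of the cells as well as the middle. The sum of the list per cell, at one depth, had a 10th percentile of 11 UMIs in nontreated and 29 in treated myeloid DC-like cells, and in TAM-like cells of 12 and 47 UMIs. The median TAM-like cell differed by 2.40-fold.

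A hypothesis was that a minority of strongly responding cells carries the interferon difference in myeloid DC-like cells. The median cell held 41 and 77 UMIs of the list, a 1.88-fold difference, while the 90th percentile differed by 1.51-fold, which argues against it.

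Another hypothesis was that a larger share of the treated library's cycling cells, whose cluster was larger, is nearest to myeloid DC-like cells. The comparison left out cell-cycle genes, low genes and genes at least 2-fold apart between cycling and other cells. It took the cells of cluster 9 only, without the 36 nontreated and 39 treated cells of cluster 12. By it, 76 of 181 nontreated cycling cells (42.0%, 34.7 to 49.5) and 147 of 365 treated ones (40.3%, 35.2 to 45.5) were nearest to that class. The difference of −1.71 percentage points argues against a larger share. The number of such cells was higher in the treated library, so more of them is not argued against. The same rule returned 88.0% and 83.3% of myeloid DC-like cells, and 72.7% and 76.5% of TAM-like cells, to their own class. For monocyte-like cells this was 79.8% and 73.7%, and for monoACT-like cells 68.2% and 76.6%. Cycling cells nearest to monocyte-like cells were 4.42% (1.93 to 8.52) and 12.3% (9.14 to 16.1), and those nearest to TAM-like cells 48.6% and 41.1%.

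The tables held 12192 cells. This is higher than the number of transcriptomes the study gives. With folds computed as Seurat does, 76 of 8837 detected genes in myeloid DC-like cells were at a log2 fold of 0.5 or more either way, and 8 at 1 or more. The first is higher than the number the study gives, and the second lies within the study's limit. The rules differ, since these counts are by size alone, without a test, over all cells of the class. The study counts genes it calls differentially expressed, in its own set of cells.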
